A study of Mus musculus with 8 samples. Its data were reported in "Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program" (2018).

How the data were processed

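RNA sequencing was used to measure transcript levels in mouse embryonic hearts. The 8 libraries fell into 4 groups of 2 biological replicates, by embryonic day (E8.5 or E9.5) and genotype (wild type, WT, or *Dgcr8* conditional knockout, cKO). Groups and replicate numbers were taken from the sample labels. The study describes the controls, labelled WT, as carrying *Dgcr8* alleles that the Cre recombinase can excise, but no *Mesp1*-driven Cre. The cKO embryos therefore also differ from them by the Cre allele. *Dgcr8* encodes the RNA-binding partner of the nuclease that cuts primary microRNA (miRNA) transcripts. In the cKO embryos it was deleted in progeny of cells expressing *Mesp1*, an early mesoderm gene.

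The values used were FPKM (fragments per kilobase of transcript and scaled to the mapped fragments of the library), which the authors calculated and deposited for each library. Per the study's methods, total RNA was reverse transcribed and amplified by a Smart-seq protocol, sequenced on an Illumina instrument and mapped with BWA. The program that made the FPKM table was not stated, and no scaling of that table between libraries beyond FPKM was stated. Heatmap captions of the study mention normalized and mean-centred log2 FPKM, without a method. The methods named an older mouse build, but the gene positions in the table matched GRCm38: of 9515 tested genes found in RefSeq by symbol and chromosome, 91.7% had a start within 1000 bp of the GRCm38 start. All coordinates are therefore given from the table, on GRCm38 and counted from 1. Gene types were taken from the RefSeq annotation.

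The table had 24930 entries and 8 columns of per-sample values, all of which were used (0 were left out). For the 285 symbols listed more than once, the entry with the highest mean was kept, and 27 entries whose symbols had been turned into dates were kept apart by locus, which left 24385 features. Genes with a mean of at least 1 FPKM over the 8 libraries were tested, which left 10018 genes, 20 of them with a locus under 300 bp. Values were analysed as log2(FPKM + 1). A pseudocount of 1 understates the change of genes with low FPKM. FPKM values are relative to the library total, so a few abundant transcripts, or a change in the number of expressed genes, move all other genes together. For this reason the median log2 change of all tested genes is given with each comparison, and changes of gene lists are given relative to it.

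FPKM tables carry no read counts, so count-based tests were not used. The absolute depth was unknown. Relative depth was read from genes below 0.3 FPKM, where a single fragment in each of 2 libraries gives the same ratio for every gene. The pairwise log2 ratios obtained in this way disagreed by at most 0.00111. Relative to E8.5 WT replicate 1, the depths ranged from 1 to 1.45, so the highest depth was 1.45 times the lowest. Without absolute depth, no counting interval or detection floor was calculated, and a value of 0 means only that the gene was listed at 0.

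Differences were tested with limma 3.58.1 in R 4.3.3, in 1 model of the 4 groups with moderated variances that followed the mean-variance trend. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over the 10018 genes. A gene was called at an adjusted p under 0.05 and at least 1.5-fold change. The study named an unpaired t-test for its data in general, with limits on p and fold change for these libraries, and 2 replicates per group support such a test poorly. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333. For this reason genes at 1.5-fold or more were also counted without a test and set beside the same count between replicates. The genes named in the text followed from rules: 15 genes that the study assayed by quantitative PCR (q-PCR) in E8.5 or E9.5 hearts, and up to 5 genes with the largest rise and 5 with the largest fall among those with an adjusted p under 0.05 whose libraries did not overlap between the groups. Members of the gene lists are named where a list is described. For the q-PCR list, p-values were also adjusted over the list alone.

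Gene lists were tested with camera in limma, a competitive test of a list against all other genes, with a preset inter-gene correlation of 0.01. The 12 lists were tested in 3 comparisons, and p-values were adjusted over these 36 tests. The lists were compiled from general knowledge, except for a list of vascular genes named in the study, which its authors had partly chosen from these same libraries. Differences of the cKO effect between stages were tested as an interaction in the same model. Distances between libraries were Euclidean distances over the tested genes on the log2 scale.

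The procedure was tested on simulated data with the means and spreads of the 10018 genes. With 200 genes changed 4-fold, 66% of the changed genes were called, with 5.8 false calls per simulation. Of 200 random lists of 20 genes, 2.5% had a camera p under 0.05 when nothing was changed and 100% when the list was shifted by 1 on the log2 scale. Correlation between genes was not simulated, so the share of false list calls in real libraries can be higher.

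Alternatives were other pseudocounts (0.1 and 5 FPKM), no filter or a minimum mean of 5 FPKM, median-ratio scaling, quantile normalization, no mean-variance trend, models of only the compared groups, the replicate number as a block, no fold threshold, unadjusted p-values, camera with estimated correlation, the rotation test fry, and leaving out each replicate in turn. Pairing of libraries came only from the replicate numbers in the labels, and equally numbered libraries were from different embryos. Alternatives added after the values were seen were a correction for GC content, alone or with the block, a crossed pairing of the WT libraries, an overlap of genes by fold change only, and a test of miRNA hosts with *C430049B03Rik*, which had been left out because its rise had been seen. For the GC correction, each library's deviation from the gene mean was smoothed by loess (span 0.3) on the GC content of the longest protein-coding transcript and subtracted, which also removes a shift of all genes of a library. A GC value was found for 96.4% of the tested genes, but for 0 of the 6 miRNA host transcripts. The labels gave no sequencing batch.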

Results

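RNA was sequenced from E8.5 and E9.5 hearts of WT and *Dgcr8* cKO embryos, with 2 libraries in each of the 4 groups. Summed FPKM ranged from 884018 to 1944600 per library. Features with loci under 300 bp held between 15.7% and 54.5% of these totals, while the sum over longer loci lay between 745560 and 952621. Relative depth was 1 and 1.39 in E8.5 WT replicates 1 and 2, 1.38 and 1.03 in E8.5 cKO, 1.12 and 1.45 in E9.5 WT, and 1.23 and 1.32 in E9.5 cKO. Depth therefore did not separate the genotypes or the stages. The median FPKM of the 10018 tested genes was 9.90 and 9.55 in E8.5 WT, 7.75 and 7.62 in E8.5 cKO, 4.31 and 4.49 in E9.5 WT, and 4.50 and 3.85 in E9.5 cKO. The labels gave no sequencing batch. Y-linked genes were above 1 FPKM in replicate 2 of E8.5 WT, replicate 2 of E9.5 WT and replicate 1 of E9.5 cKO only. Across genes, the log2 change between cKO and WT hearts at E9.5 had a Spearman rho of 0.405 with transcript GC content, and the change between the E9.5 WT replicates had one of -0.627.

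The targeted gene was examined first. *Dgcr8* (chromosome 16, 18253965 to 18289168, protein-coding) had 7.10 and 8.597 FPKM in the E8.5 WT libraries and 1.64 and 4.67 FPKM in the E8.5 cKO libraries. At E9.5 it had 3.49 and 3.23 FPKM in WT and 1.15 and 1.77 FPKM in cKO hearts. The group means were 7.85 ± 1.06 and 3.16 ± 2.14 FPKM at E8.5 and 3.36 ± 0.18 and 1.46 ± 0.44 FPKM at E9.5 (WT and cKO, SD, n = 2). At both stages each cKO library lay below both WT libraries. The log2 change was -1.19 at E8.5 (SE 0.36, limma adjusted p 0.590 over all genes and 0.117 over the q-PCR list) and -0.84 at E9.5 (SE 0.36, adjusted p 0.318 and 0.138). Neither change passed the threshold.

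Principal component analysis was used to ask how far the genotypes lay apart at each stage. The first component held 61.0% of the variance and separated E8.5 from E9.5 libraries, the second held 12.1% and the third 10.8%. WT and cKO group means lay 50.1 apart at E8.5 and 59.7 apart at E9.5, a ratio of 1.19. Replicate noise adds to a distance between means of 2 libraries, so the ratio does not measure genotype separation alone. Leaving out single libraries moved this ratio from 0.85 to 1.47. A group left with 1 library carries more replicate noise into its distance, so this range cannot judge the order of the stages. The 2 E8.5 cKO libraries lay 88.5 apart, and the replicates of the other groups lay between 51.8 and 61.8 apart. Single WT and cKO libraries lay 62.3 to 80.0 apart at E8.5, less than the 2 E8.5 cKO libraries. At E9.5 they lay 59.5 to 83.9 apart, against 61.8 between the WT and 55.2 between the cKO replicates. The distance between stages was 108.6 in WT and 98.5 in cKO hearts.

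**Figure D1:**
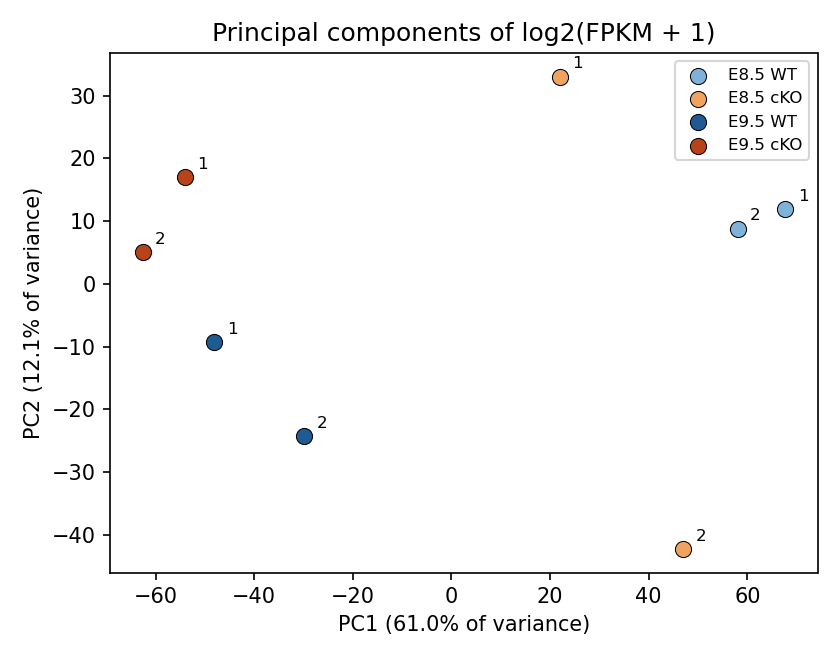
First and second principal components of log2(FPKM + 1) over the 10018 tested genes, with 1 point per library, coloured by group and numbered by replicate. E8.5 libraries have positive and E9.5 libraries negative values on the first component (61.0% of the variance), and the E8.5 cKO replicates lie at 33.1 and -42.3 on the second (12.1%).

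The effect of *Dgcr8* loss was first compared at E8.5. By limma, 1 gene was called higher and 0 were called lower in cKO hearts, against 24 and 691 at an unadjusted p under 0.05 and 1.5-fold. The median gene changed by -0.28 on the log2 scale. Median-ratio scaling moved the unadjusted split most, to 133 higher and 85 lower, so that the share of higher genes went from 3.36% to 61.0%; quantile normalization gave 44.3%. By fold change alone, 160 genes were higher and 1430 lower as deposited, and 523 were higher and 341 lower relative to the median gene. Between the 2 E8.5 cKO replicates 3856 genes differed by 1.5-fold or more, and 1365 did so between the E8.5 WT replicates. The gene called higher was *Mir17hg* (chromosome 14, 115044390 to 115046728), a long non-coding RNA that hosts miRNAs. It had 1.195 ± 0.17 FPKM in WT and 19.9 ± 2.47 FPKM in cKO hearts (SD, n = 2), a log2 change of 3.25 (SE 0.26, limma adjusted p 0.0146).

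At E9.5, 17 genes were called higher and 1 lower in cKO hearts, against 509 and 1001 at an unadjusted p under 0.05 and 1.5-fold. The median gene changed by -0.07 on the log2 scale. Quantile normalization gave 29 higher and 2 lower calls and median-ratio scaling 54 and 2, and all 17 genes were among the higher calls under each of these scalings. The unadjusted split moved from 33.7% higher to 53.9% with median-ratio scaling and 50.7% with quantile normalization. When only the 4 libraries of this stage were modelled, 0 genes were called in either direction, against 698 higher and 1067 lower at an unadjusted p under 0.05 and 1.5-fold. By fold change alone, 911 genes were higher and 1532 lower, while 1965 genes differed as much between the E9.5 WT replicates and 1654 between the E9.5 cKO replicates.

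**Figure D2:**
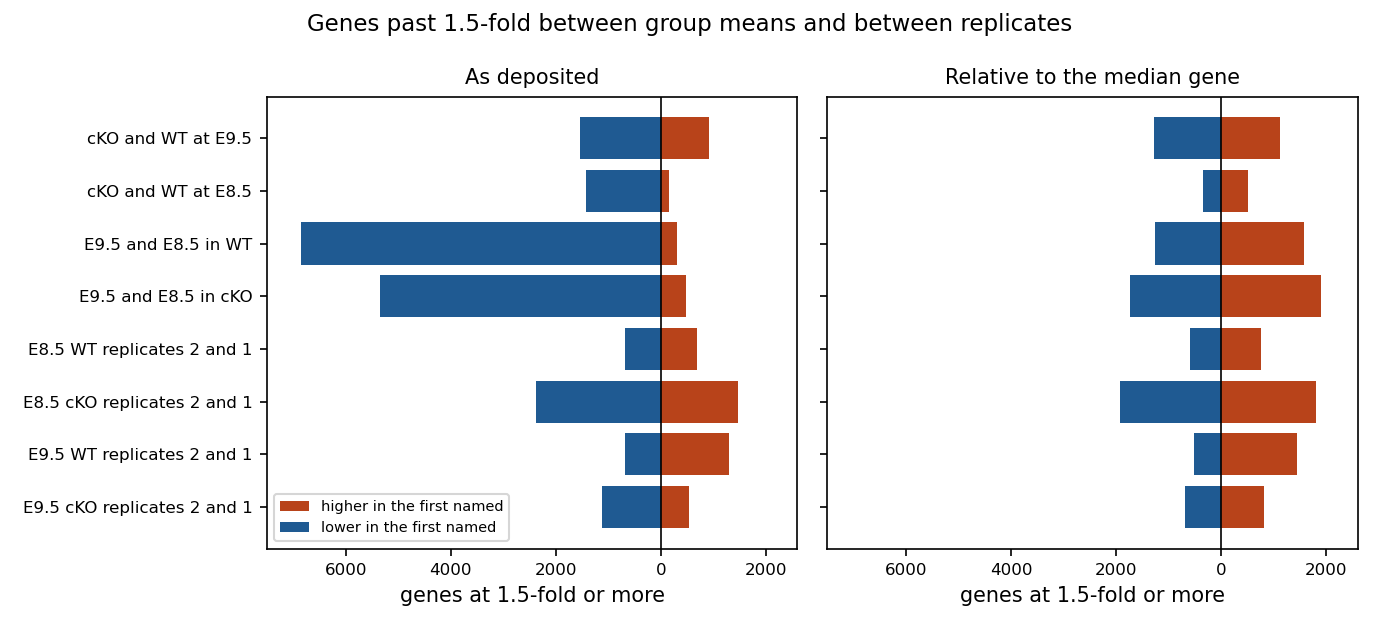
Number of genes at 1.5-fold or more between group means and between replicates, with genes higher in the first named group or replicate to the right of 0 and lower genes to the left, as deposited (left panel) and relative to the median gene (right panel). In WT hearts 6852 genes were lower and 304 higher at E9.5 as deposited, but 1264 lower and 1587 higher relative to the median gene, and replicates differed in 1365 to 3856 genes.

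Among the E9.5 calls, *Ndufa4l2* (chromosome 10, 127514939 to 127517156, protein-coding) rose from 0.90 ± 0.53 to 31.04 ± 6.56 FPKM (SD, n = 2), a log2 change of 4.09 (SE 0.38, limma adjusted p 0.0102). Its locus ends inside that of *Shmt2* (127517123 to 127522444), and strand use in the counting was not stated, so fragments of the shared end are of uncertain origin. *Ier3* (chromosome 17, 35821713 to 35822911) rose from 2.61 ± 0.12 to 51.9 ± 24.7 FPKM, a log2 change of 3.79 (SE 0.46, adjusted p 0.0260). *H2-Ab1* (chromosome 17, 34263227 to 34269418), a class II histocompatibility gene, rose from 2.73 ± 0.63 to 50.1 ± 18.5 FPKM, a log2 change of 3.74 (SE 0.31, adjusted p 0.00828). *Chac1* (chromosome 2, 119351242 to 119354327) rose from 0.26 ± 0.039 to 11.3 ± 5.72 FPKM, a log2 change of 3.20 (SE 0.33, adjusted p 0.0136). *Mir17hg* rose from 0.50 ± 0.37 to 11.1 ± 0.27 FPKM, a log2 change of 3.03 (SE 0.26, adjusted p 0.00828). The gene called lower was *Rps15a-ps6* (chromosome 11, 6172508 to 6173331), a transcribed pseudogene, with 39.5 ± 7.70 FPKM in WT and 1.04 ± 0.20 FPKM in cKO hearts and a log2 change of -4.30 (SE 0.31, adjusted p 0.00735). It is a copy of *Rps15a*, which was listed at 54.1 to 96.8 FPKM in the 8 libraries, so its value is uncertain. Another copy, *Rps15a-ps4*, had 79.9 and 51.9 FPKM in WT and 101.7 and 108.6 FPKM in cKO hearts at E9.5. The fall of *Rps15a-ps6* may therefore be an exchange of fragments between copies.

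The study had assayed 15 genes by q-PCR in E8.5 or E9.5 hearts, and 13 of them passed the expression filter here (*Mesp1* and *Cxcr4* did not). At E9.5, 0 of the 13 passed an adjusted p of 0.05 over all genes, 2 passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05. *Ctgf* (chromosome 10, 24595442 to 24598682) had 16.4 ± 7.27 FPKM in WT and 250.3 ± 141 FPKM in cKO hearts (SD, n = 2). Its log2 change was 3.80 (SE 0.57, limma adjusted p 0.0648 over all genes and 0.00208 over the list). *Pecam1* (chromosome 11, 106654213 to 106715281), an endothelial surface protein gene, had 11.7 ± 0.55 and 25.3 ± 5.61 FPKM, a log2 change of 1.04 (SE 0.27, adjusted p 0.142 and 0.0337). *Ecscr* (chromosome 18, 35713089 to 35721491) rose by 1.19 (adjusted p 0.245 and 0.111), *Sox17* (chromosome 1, 4490928 to 4497354) by 0.75 (0.411 and 0.181) and *Acvrl1* (chromosome 15, 101128522 to 101145336) by 0.54 (0.323 and 0.138) on the log2 scale. The cardiac genes changed by 0.53 for *Gata4*, 0.87 for *Nkx2-5*, -0.39 for *Tnni3*, -0.77 for *Isl1* and -0.19 for *Hand1*, each with an adjusted p of at least 0.378 over the list. The change of *Tbx5* was -0.00 as deposited and 0.11 with median-ratio scaling, and that of *Hand1* was 0.10 with quantile normalization. *Pdgfra* changed by -0.74 (adjusted p 0.355 and 0.146). At E8.5, 0 of the 13 genes passed by either adjustment, and 2 had an unadjusted p under 0.05.

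**Figure D3:**
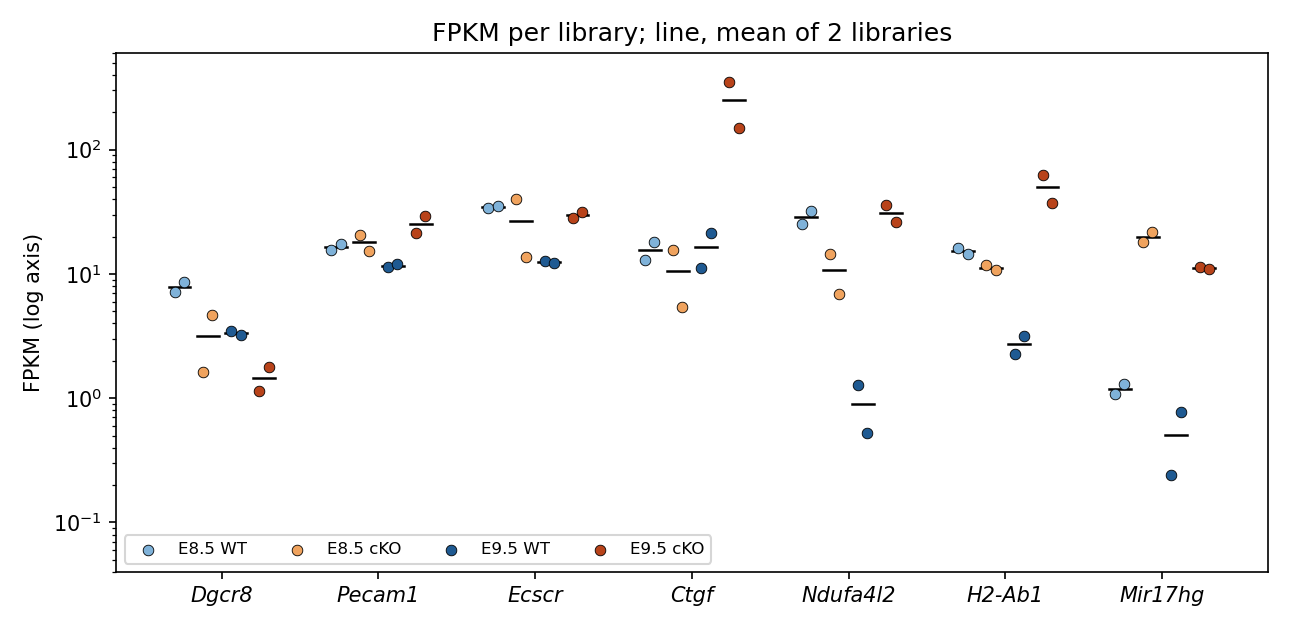
FPKM of 7 genes on a log axis, with 1 point per library and a line at the mean of the 2 libraries of each group (E8.5 WT, E8.5 cKO, E9.5 WT, E9.5 cKO). At E9.5 *Ctgf* had 350.0 and 150.5 FPKM in cKO against 11.2 and 21.5 FPKM in WT hearts, and *Mir17hg* lay above the WT libraries in the cKO libraries of both stages.

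The change from E8.5 to E9.5 in WT hearts was compared to describe normal development over this day. In limma 140 genes were called higher and 4683 lower at E9.5, against 193 and 5753 at an unadjusted p under 0.05 and 1.5-fold, and the median gene changed by -0.84 on the log2 scale. Scaling decided this split. The share of higher calls was 2.90% as deposited, 82.3% with median-ratio scaling (321 higher and 69 lower) and 76.5% with quantile normalization (88 higher and 27 lower). By fold change, 6852 genes were lower and 304 higher as deposited. The deviations of equally numbered WT libraries from their group means had a correlation of -0.116 across genes. With the replicate number as a block in the model of all groups, 145 genes were called higher and 4523 lower. The crossed pairing was fitted to the WT libraries alone and gave 214 and 6031. That model without a block gave 184 and 5440, so the 2 pairings are not compared in the same model.

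Among the genes that rose in WT hearts, *Nppa* (chromosome 4, 148000722 to 148002074) went from 92.5 ± 95.3 to 4024 ± 71.8 FPKM (SD, n = 2), a log2 change of 5.96 (SE 0.78, limma adjusted p 0.00940). *Afp* (chromosome 5, 90490714 to 90508907) rose by 4.45 (SE 0.88, adjusted p 0.0133), *Rps15a-ps6* by 4.01 (SE 0.31, adjusted p 0.00250), *Myl2* (chromosome 5, 122100980 to 122106854) by 3.68 (SE 0.55, adjusted p 0.0110) and *Serpina1b* (chromosome 12, 103728156 to 103738189) by 3.61 (SE 0.79, adjusted p 0.0152). The largest falls were -7.60 for *Prl8a2* (chromosome 13, 27345673 to 27354215), -7.34 for *Hbb-b1* (chromosome 7, 103826532 to 103827929), -6.75 for *S100a8* (chromosome 3, 90669071 to 90670034), -6.29 for *S100a4* (chromosome 3, 90603770 to 90606045) and -6.10 for *Ly6a* (chromosome 15, 74994877 to 74998031). Their limma adjusted p-values lay between 0.0154 and 0.0308. Decidual or other maternal cells in the E8.5 libraries are a candidate source of such falls. A decidual stroma list that contained *Prl8a2* summed to 1110 and 2140 FPKM in E8.5 WT and 507.9 and 711.0 FPKM in E9.5 WT. *Prl8a2* itself had 1.23 and 5.09 FPKM in E9.5 WT, so other genes of the list made up most of that sum. A uterine natural killer cell list summed to 513.1 and 3.07 FPKM in E8.5 WT, and to 0.53 and 2.03 FPKM in E9.5 WT. These 5 falls therefore cannot be told apart from a loss of maternal tissue. *Hbb-b1* shares its locus with a second listed symbol, *Hbb-bs*, and *Serpina1b*, *Prl8a2* and *Ly6a* belong to families of close copies, so these values are uncertain. The same holds for *Rps15a-ps6*, as said above. The 5 falling genes also varied widely between the E8.5 cKO replicates. These had 9.95 and 5104 FPKM for *Prl8a2* (448.8 and 1141 in E8.5 WT) and 172.8 and 5907 for *Hbb-b1*. They had 3.84 and 200.9 FPKM for *S100a8*, 0.88 and 184.7 for *S100a4*, and 1.86 and 95.03 for *Ly6a*.

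In cKO hearts 205 genes were called higher and 2857 lower at E9.5 than at E8.5, against 326 and 4301 at an unadjusted p under 0.05 and 1.5-fold, with a median change of -0.64 on the log2 scale. The share of higher calls was 6.70% as deposited and 83.9% with median-ratio scaling (400 higher and 77 lower).

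The study asked which genes fell with age in control hearts and were higher in E9.5 cKO hearts. Of the 17 genes called higher in cKO hearts, 10 had fallen at least 1.5-fold in WT hearts, and 11.6 were expected from the 68.4% of all tested genes that fell. By unadjusted p it was 338 of 509 genes, with 348.1 expected. By fold change alone it was 609 of 911 genes, with 623.1 expected, a ratio of 0.98. Relative to the median gene in both comparisons 203 of 1121 genes overlapped, with 141.4 expected, a ratio of 1.44. When each comparison was given its own E9.5 WT replicate, this ratio was 1.41 in 1 assignment and 0.62 in the other, so it did not hold against the choice of replicate.

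Gene lists were tested to ask which functions differed at E9.5, and changes are given relative to the median gene. The vascular genes named by the study were higher by 1.38 on the log2 scale (13 of 13 genes above the median gene, limma camera adjusted p 4.49e-11). With the inter-gene correlation estimated for each list, 1 of the 36 list tests passed in place of 15, and the vascular list had an adjusted p of 0.0531. Its members had partly been chosen by the authors from these libraries. Within that list *Egfl7* (chromosome 2, 26581056 to 26592682) had 43.7 ± 13.3 and 86.2 ± 17.1 FPKM and *Vegfa* (chromosome 17, 46016993 to 46032377) 0.63 ± 0.045 and 1.77 ± 1.003 FPKM in WT and cKO hearts (SD, n = 2), with adjusted p-values of 0.324 and 0.306. Endothelial identity genes were higher by 0.29 (27 genes, adjusted p 0.0138, and 0.533 with estimated correlation). Genes of mRNA splicing were lower at -0.68 (60 genes, adjusted p 3.01e-12, and 0.0531 with estimated correlation), with 5 of 60 above the median gene. DNA replication genes were lower at -0.48 (43 genes, adjusted p 1.04e-06, and 0.520 with estimated correlation). Glycolysis genes were higher by 1.01 (20 genes, adjusted p 3.86e-12, and 0.285 with estimated correlation). The cardiac regulators (-0.04, 18 genes, adjusted p 0.987) and the sarcomere and calcium handling genes (0.20, 27 genes, adjusted p 0.137) did not pass. For each of the 5 lists past the threshold named here, both cKO libraries lay outside the range of the WT libraries. The same held for the sarcomere and p53 response lists, which did not pass, so this separation does not set the passing lists apart.

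The other lists tested at E9.5 were a hypoxia response list, higher by 1.34 (20 genes, limma camera adjusted p 1.41e-14, and 0.0354 with estimated correlation), and an integrated stress response list, higher by 1.32 (17 genes, adjusted p 2.05e-14, and 0.0531 with estimated correlation). The integrated stress response is a translation-linked response to amino acid shortage and related stresses. *P4ha2* (chromosome 11, 54100924 to 54131667) of the hypoxia list had 16.2 ± 1.84 FPKM in WT and 112.4 ± 16.96 FPKM in cKO hearts (SD, n = 2), and *Trib3* (chromosome 2, 152337425 to 152344060) of the stress list had 1.78 ± 0.35 and 21.0 ± 8.97 FPKM. The adjusted p-values of these genes were 0.0102 and 0.0233. The list of primitive erythroid genes was higher by 1.12 (17 genes, camera adjusted p 4.12e-04, and 0.520 with estimated correlation). This was 1.11 times the largest difference between replicates. The list also held adult globin genes such as *Hbb-b1*, which had 0.060 and 80.7 FPKM in WT and 247 and 200.5 FPKM in cKO hearts. Transcripts that host miRNAs were higher by 0.98 (6 genes, camera adjusted p 0.00238, and 0.281 with estimated correlation). The p53 response list did not pass (0.39, 12 genes, adjusted p 0.150).

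At E8.5 the miRNA host transcripts were higher in cKO hearts by 1.24 (6 genes, limma camera adjusted p 1.34e-10, and 0.0531 with estimated correlation). Sarcomere genes were higher by 0.27 (adjusted p 2.25e-05), replication genes lower at -0.18 (adjusted p 4.80e-04) and glycolysis genes higher by 0.14 (adjusted p 0.0293). For none of these 3 lists did both E8.5 cKO replicates lie beyond the WT range in the stated direction, and for glycolysis they lay on opposite sides of it. With quantile normalization the sarcomere change was 0.011 (adjusted p 0.836), the replication change -0.15 (adjusted p 0.00111) and the glycolysis change -0.14 (adjusted p 0.173). With estimated correlation none of the 3 passed (adjusted p 0.533, 0.561 and 0.611 for sarcomere, replication and glycolysis). By fry the adjusted p-values were 0.932, 0.0702 and 0.747. That test is of the changes as deposited (-0.012, -0.46 and -0.14), so it cannot judge the changes relative to the median gene. The other 8 lists did not pass, among them the vascular genes named by the study (0.11, adjusted p 0.2502). From E8.5 to E9.5 in WT hearts, sarcomere genes rose by 1.96 (adjusted p 3.27e-30) and glycolysis genes by 0.94 (adjusted p 5.21e-12) relative to the median gene. With estimated correlation the adjusted p-values were 0.126 and 0.285. By fry they were 0.109 and 0.651, for deposited changes of 1.13 and 0.10, which again does not judge the relative rises. With quantile normalization the glycolysis change was 0.18 (adjusted p 0.550).

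**Figure D4:**
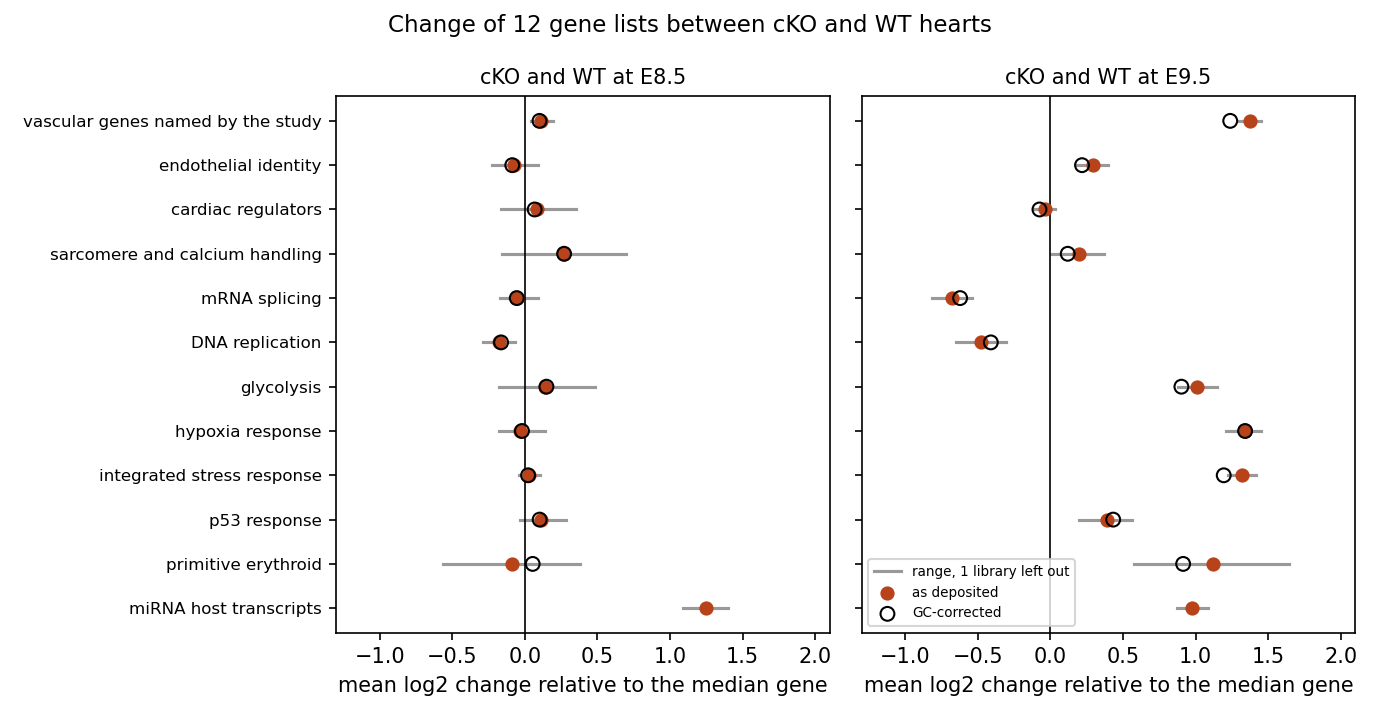
Mean log2 change between cKO and WT hearts of 12 gene lists, relative to the median gene, at E8.5 (left panel) and E9.5 (right panel), as filled points for deposited values, open points after GC correction and grey lines for the range when 1 library is left out. At E9.5 the vascular (1.38), glycolysis (1.01), hypoxia (1.34) and stress response (1.32) lists lie to the right and splicing (-0.68) and replication (-0.48) to the left, and miRNA hosts have no GC-corrected point.

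The cKO effect was then compared between the stages. In limma 4 genes were called for a difference, 3 with a higher log2 change at E9.5 than at E8.5 and 1 with a lower one, against 570 and 149 at an unadjusted p under 0.05 and 1.5-fold. The unadjusted share with a higher log2 change at E9.5 than at E8.5 was 79.3% as deposited, 55.8% with median-ratio scaling and 63.8% with quantile normalization. With quantile normalization 0 were called, against 351 and 199 at an unadjusted p. Of the 12 lists, 8 differed between the stages by camera with an adjusted p under 0.05.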

Values the study reported

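The study reported 810 differentially expressed genes in E8.5 cKO heart tubes, 41 of them higher and 769 lower. At E9.5 it reported 857 genes higher and 1,080 genes lower in *Dgcr8* cKO hearts. Between E8.5 and E9.5, it counted 6,207 genes that fell by at least 1.5-fold in controls, and 527 of these were higher by more than 1.5-fold in E9.5 cKO hearts.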

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

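The test of antigen-presenting cell genes for *H2-Ab1* was chosen only after the result was seen, as was the GC correction itself. The results below were singled out because the cKO effect differed between E8.5 and E9.5 in a test of that difference. Values are log2 changes at E9.5 minus those at E8.5, relative to the median gene.

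Over all genes, 4 passed limma's test of this difference, and the named ones were *Ndufa4l2* (5.33), *H2-Ab1* (3.98) and *Rps15a-ps6* (-4.29), each with an adjusted p of 0.0436. Within the q-PCR list alone, *Ctgf* (4.29, adjusted p 0.00715) and *Acvrl1* (1.08, adjusted p 0.0394) passed, but over all genes their adjusted p-values were 0.247 and 0.519. For each of these 5 genes the 2 E9.5 cKO libraries lay on the stated side of the 2 E9.5 WT libraries. With the replicate number as a block 0 genes passed, against 827 at an unadjusted p under 0.05 and 1.5-fold.

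GC content was weighed first, since it was related to the E9.5 change with a Spearman rho of 0.405 across genes, and to the difference between the E9.5 WT replicates with -0.627 (genes are not independent replicates). After the correction *Ndufa4l2* kept 92.5% of its stage difference, *H2-Ab1* 89.3%, *Ctgf* 93.2% and *Acvrl1* 64.4%. The limma adjusted p over all genes was then 0.00958 for *Ndufa4l2*, 0.0765 for *H2-Ab1*, 0.307 for *Ctgf* and 0.605 for *Acvrl1*. Of these, only *Ndufa4l2* passed, and *Ctgf* and *Acvrl1* had not passed over all genes before the correction either. *Rps15a-ps6* has no GC value and was not part of this test. GC content, as far as this correction models it, therefore does not account for most of the 4 differences tested. The GC content of each gene was not listed, so where little moved the correction may be no strong test.

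For *H2-Ab1*, antigen-presenting cells in the cKO libraries are a candidate source, and would bring *Cd74* and *H2-Aa* with them. The larger of the changes of these 2 genes at E9.5 was -0.052, so they did not rise. A strain difference in the histocompatibility region could make its neighbours vary too. The median absolute change of the 66 genes within 1 Mb stood at percentile 62.9 of random sets of genes. This argues against an effect on most neighbours, but a median cannot show a variant that changes only a few. *Ier3*, another of the named rises, lies on the same chromosome (35821713 to 35822911) but outside this window. Fragments from similar class II genes were not tested beyond *H2-Aa*, *Cd74* and *H2-Eb1* (each at most 0.423 FPKM in the E9.5 libraries). For *Rps15a-ps6*, a strain difference may again be asked about, and the genes within 1 Mb stood at percentile 19.2, with the same limit. Fragments moved to *Rps15a*, the gene it copies, would raise that gene in cKO hearts, whereas its mean fell by 3.71 FPKM. The copy *Rps15a-ps4* had 79.9 and 51.9 FPKM in E9.5 WT and 101.7 and 108.6 FPKM in E9.5 cKO hearts, so an exchange of fragments with another copy was not excluded.

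Among the lists, 8 of 12 differed between the stages. The camera values were 1.30 for the vascular genes named by the study (adjusted p 3.59e-08), 0.41 for endothelial identity (0.00543), -0.59 for splicing (8.11e-11), -0.27 for replication (0.00717), 0.91 for glycolysis (1.83e-07), 1.40 for hypoxia (1.75e-14), 1.32 for the integrated stress response (1.99e-13) and 1.248 for primitive erythroid genes (0.0240). At E9.5 both cKO libraries lay outside the WT range in the stated direction for each of the 8 lists. Both also lay outside it for the sarcomere, p53 and miRNA host lists, whose stage difference did not pass. After the GC correction 8 lists still passed. The hypoxia difference hardly moved (1.38), as its GC content was close to that of all genes, so the correction was no strong test of that list. For the other 7 GC content alone does not account for the difference. With estimated correlation between genes 4 lists passed: hypoxia (adjusted p 0.0123) and the vascular, splicing and stress response lists (0.0286 each). The endothelial (0.427), glycolysis (0.338), replication (0.479) and erythroid (0.479) lists did not. By fry, which tests the difference as deposited, 3 of the 12 lists passed. They were hypoxia (0.00203) and the vascular and stress response lists (0.00645 each), and splicing did not pass (0.0508).

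Unequal sex, blood content and cell composition could also separate the libraries. Y-linked genes were above 1 FPKM in 1 WT and 1 cKO library at E9.5, a difference of 0 libraries between the genotypes, but in 1 WT and 0 cKO libraries at E8.5, a difference of -1. The erythroid list differed between the genotypes at E9.5 by 1.11 times the largest difference between replicates, and at E8.5 by 0.0727 times. These counts alone leave sex at E8.5 and blood content at E9.5 open. The erythroid list also held adult globin genes, so it cannot separate embryonic from maternal blood. Without the E8.5 WT library with Y-linked genes, the E8.5 changes were -0.029 for hypoxia, 0.18 for the vascular list, -0.075 for splicing and 0.10 for the stress response, against 1.34, 1.38, -0.68 and 1.32 at E9.5. Unequal sex at E8.5 therefore does not account for most of the stage difference of these 4 lists. Without E9.5 WT replicate 1 the erythroid change at E9.5 went from 1.12 to 0.58, while hypoxia had 1.45, the stress response 1.38 and the vascular list 1.38, so these 3 did not follow the erythroid genes. These are values without a test, and for the erythroid list itself and for single genes unequal blood content at E9.5 cannot be told apart from a response. A larger share of endothelial cells may raise vascular genes, and endothelial identity genes rose by 21.4% as much as the vascular list at E9.5. That list held genes its authors had chosen partly from these libraries, so its size is not an independent measure. A larger endothelial share that raised both lists alike would leave most of the vascular rise unaccounted for. For the remaining part, these libraries alone cannot tell it apart from a rise within cells. The study addressed this question by sequencing single cells of E9.5 ventricles, which were not re-analysed here. It reported *Ctgf*, *Pecam1* and *Vegfa*, among others, as higher in single cKO cardiomyocytes. Its authors attributed the phenotype to cardiomyocytes and not to more endothelial cells. A biological reading, in which loss of *Dgcr8* affects hypoxia, stress and vascular genes more at E9.5 than at E8.5, remains a hypothesis.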

How the results depend on the processing

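The GC corrections, the crossed pairing, the overlap by fold change only and the inclusion of *C430049B03Rik* among the miRNA hosts were chosen after the result was seen. The sample groups, test designs, the 12 gene lists and all other alternatives were fixed before the data were examined. No cause was tested unless stated.

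Unadjusted p-values in place of adjusted ones gave 509 genes higher and 1001 lower in cKO hearts at E9.5, 24 and 691 at E8.5, 326 and 4301 from E8.5 to E9.5 in cKO hearts, 719 with a stage difference and 338 in the overlap. Median-ratio scaling gave 54 and 2 calls at E9.5, 321 higher and 69 lower from E8.5 to E9.5 in WT, and 400 and 77 in cKO hearts. Quantile normalization gave 29 and 2 at E9.5, 3 higher at E8.5, 88 and 27 in WT over time, 49 lower in cKO over time, 5 in the overlap and 0 with a stage difference (550 unadjusted). These scalings remove the shift of the median gene, which was -0.84 in WT hearts over time.

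Without a filter on low FPKM, 4 genes were called higher at E9.5, 0 higher at E8.5 (27 unadjusted), 91 higher in WT over time, 90 higher and 1098 lower in cKO over time, 3 in the overlap and 0 with a stage difference (784 unadjusted). With a minimum mean of 5 FPKM, 4 were lower at E9.5, 2 higher at E8.5, 2516 lower in WT and 1781 lower in cKO over time, and 2 had a stage difference. A pseudocount of 5 FPKM gave 2 lower at E9.5, 1834 lower in cKO over time, 4 in the overlap and 0 with a stage difference (547 unadjusted). A pseudocount of 0.1 FPKM gave 0 higher at E8.5 (23 unadjusted) and 2 with a stage difference. Without the mean-variance trend 0 genes had a stage difference (724 unadjusted).

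Models of only the compared groups gave 0 genes higher and 0 lower at E9.5 (698 and 1067 unadjusted), 125 higher and 1393 lower in cKO over time, and 0 in the overlap. The self-test made calls with all 8 libraries; the pairs of groups alone were not simulated. With the replicate number as a block 11 genes were higher at E9.5, all 11 among the 17, and 0 had a stage difference (827 unadjusted). The deviations of equally numbered libraries correlated by -0.00358 between WT and cKO at E8.5 and 0.0168 at E9.5, so the numbers did not pair the genotypes. With the crossed block, fitted to the WT libraries alone, 214 genes were higher in WT over time, against 184 in that model without a block.

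The GC correction gave 28 genes higher at E9.5, 0 higher at E8.5 (258 in both directions unadjusted), 319 higher and 110 lower in WT over time, 97 lower in cKO over time, and 1 with a stage difference. The gene called at E8.5, *Mir17hg*, has no GC value and could not be called there. GC correction with the block gave 8 higher and 0 lower at E9.5 (631 and 716 unadjusted), 0 higher at E8.5 (152 unadjusted), 50 lower in WT over time, 108 higher and 26 lower in cKO over time, 1 with a stage difference and 2 in the overlap.

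The overlap was 609 genes by fold change only and 203 relative to the median gene. With a separate E9.5 WT replicate for each comparison it was 620 or 761 by fold change only.

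Genes at 1.5-fold by group means also moved. At E9.5 the higher ones were 1410 with a pseudocount of 0.1 FPKM and 439 with 5 FPKM, and the lower ones 892 with 5 FPKM and 985 after GC correction. At E8.5 the higher ones were 91 with a pseudocount of 5 FPKM, 96 with a minimum mean of 5 FPKM, 511 with median-ratio scaling, 457 with quantile normalization and 499 after GC correction. The lower ones at E8.5 were 529 with a pseudocount of 5 FPKM, 262 and 323 with the 2 scalings, and 266 after GC correction. In WT over time the higher ones were 1610 and 1254 with the 2 scalings and 1378 after GC correction. The lower ones were 4115 with a pseudocount of 5 FPKM, 3869 with a minimum mean of 5 FPKM, 1379 and 1091 with the 2 scalings, and 1129 after GC correction.

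Leaving out each replicate in turn gave 704 to 1469 genes higher and 1534 to 2001 lower at E9.5, 160 to 642 higher and 1326 to 3202 lower at E8.5, and 303 to 409 higher and 6533 to 6781 lower in WT over time. The ratio of the genotype distances ranged from 0.85 to 1.47, where a group of 1 library adds replicate noise to its distance, and was 1.44 with quantile normalization and 1.47 after GC correction. At E9.5 the relative changes ranged from 1.30 to 1.45 for the vascular list, 0.17 to 0.40 for endothelial identity, -0.12 to 0.03 for cardiac regulators, 0.01 to 0.37 for sarcomere genes, -0.81 to -0.54 for splicing, -0.65 to -0.31 for replication and 0.88 to 1.14 for glycolysis. *Dgcr8* ranged from -1.02 to -0.66 at E9.5 and from -1.74 to -0.64 at E8.5.

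Estimating the correlation between genes left 1 of the 36 list tests past the threshold. The changes at E9.5 were the same but no longer passed for the vascular list (1.38, adjusted p 0.0531), endothelial identity (0.29, 0.533), splicing (-0.68, 0.0531), replication (-0.48, 0.520) and glycolysis (1.01, 0.285). The rotation test fry, which tests the change as deposited, also left out endothelial identity (0.29, 0.347), replication (-0.48, 0.0547) and glycolysis (1.01, 0.0504). All 7 lists named first in the report kept their direction at E9.5 in every alternative other than leaving out replicates.

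Single-gene results were those named by rule and those of the q-PCR list. As deposited 17 of them passed, all named by rule (15 genes, 2 of them in 2 comparisons). In total 10 passed with quantile normalization, 10 without the filter and 10 in models of only the compared groups. These totals were counted over both sets, so they need not all be among the 17. *Tbx5* reversed at E9.5 with a pseudocount of 0.1 FPKM (0.0024), median-ratio scaling (0.11), quantile normalization (0.11) and GC correction with or without the block (0.040), and at E8.5 with median-ratio scaling (0.18), quantile normalization (0.17) and GC correction with or without the block (0.17). *Hand1* reversed at E9.5 with quantile normalization (0.10). At E8.5 the glycolysis list reversed with quantile normalization (-0.14), the stress response list with a pseudocount of 0.1 FPKM (-0.0080) and the erythroid list after GC correction with or without the block (0.054). In WT over time, cardiac regulators reversed with a pseudocount of 5 FPKM (-0.10) and GC correction with or without the block (-0.032), splicing with a pseudocount of 5 FPKM (-0.041) and quantile normalization (-0.083), replication with a pseudocount of 0.1 FPKM (0.019) and median-ratio scaling (0.050), and the stress response with a pseudocount of 0.1 FPKM (-0.087) and GC correction with or without the block (-0.016).

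Over the other 29 list results, 233 of 284 alternative values kept direction and side of the threshold, 17 lost the threshold, 20 gained it and 14 reversed. With 1 library left out at a time, which gave 4 values for each of these list results, 15 values changed sign. Over 41 single-gene results, 349 of 402 did, 41 lost it, 2 gained it and 10 reversed, and 18 of 164 values changed sign when single libraries were left out. Absolute depth was unknown, so it could not be said which genes with low FPKM were limited by counting.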

Other observations

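The separate-replicate tests of the overlap after GC correction, and the rule that both assignments of replicates had to point the same way, were chosen only after the result was seen, as was the comparison for *H2-Ab1* above. The test of miRNA host transcripts with *C430049B03Rik* was also added after the result was seen.

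A few values differ from those quoted from the study above. By the test used here, 1 gene was higher and 0 were lower in E8.5 cKO hearts (24 and 691 at an unadjusted p under 0.05 and 1.5-fold). These are lower than the values quoted from the study above. At E9.5, 17 genes were higher and 1 was lower (509 and 1001 unadjusted). These are lower than the values quoted from the study above. The overlap here was 10 genes by the test (609 by fold change only). The tested overlap is lower than the value quoted from the study above, and the overlap by fold change only is higher. The thresholds are unlike: calls here used p-values adjusted over all tested genes, and the study states no such adjustment for these libraries. The counts at an unadjusted p lie nearer to those of the study. Lower counts by the test used here may therefore come from the threshold.

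More overlap was seen than unrelated sets would give only when changes were taken relative to the median gene (1.44 times the expected number). As deposited, the fall of most genes in WT hearts accounted for the overlap, with 0.98 times the expected number. The use of the same E9.5 WT libraries in both comparisons may add to it. With a separate replicate for each comparison the ratios averaged 1.01, but the 2 assignments gave 1.41 and 0.62, so the overlap relative to the median gene cannot be told apart from this explanation without the GC correction. As deposited, the separate replicates gave 0.912 and 0.910. After GC correction the ratio was 2.001 with the shared WT libraries, and both assignments of separate replicates gave less. Sharing may therefore account for part of the corrected overlap. The lower of the 2 assignments still gave 1.37 times the expected number, which goes against shared libraries as the whole explanation. Later staging of WT than of cKO hearts, a developmental delay, would give a negative relation across genes between the cKO effect and the WT change. Spearman's rho averaged 0.0564 (-0.106 and 0.219 in the 2 assignments) and -0.0654 after GC correction (-0.113 and -0.0176), so the sign was mixed before the correction, and negative but small after it. Genes that rose in WT and were lower in cKO hearts overlapped 1.95 and 0.83 times the expected number, and 1.96 and 1.48 times after GC correction. After the correction both assignments thus had the direction of a delay, but the overlap cannot be told apart from a delay or from other sources by these values.

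GC content may also lie behind the differences of gene lists at E9.5. Of the splicing, replication, glycolysis, hypoxia and stress response lists, each kept at least 86.0% of its relative change after the correction, and all 5 still passed. The hypoxia list kept 100.3%, and its median GC content (51.0%) was close to that of all genes (50.7%), so the correction had little to remove there and is no strong test of it. For the other 4 lists GC content does not account for most of the change. The figure of 86.0% is for these 5 lists only. Endothelial identity went from 0.29 to 0.22 (adjusted p 0.0434) and the erythroid list from 1.12 to 0.91 (adjusted p 0.0116). For the miRNA host transcripts the check is void, since 0 of 6 have a GC value.

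One hypothesis was that miRNA host transcripts accumulate when the *Dgcr8* complex no longer cuts them. In the list, *Mir17hg*, *Mir22hg* and *Mirg* were higher in both cKO libraries at both stages. *Mir22hg* (chromosome 11, 75461539 to 75466690) had 1.79 and 1.73 FPKM in E8.5 WT, 8.83 and 9.55 in E8.5 cKO, 0.25 and 0.48 in E9.5 WT and 4.803 and 3.64 in E9.5 cKO hearts. *Mirg* had 1.56 and 2.101 FPKM in E8.5 WT, 3.24 and 2.75 in E8.5 cKO, 1.24 and 0.45 in E9.5 WT and 2.57 and 1.35 in E9.5 cKO hearts. *Dleu2*, below the expression filter, had 0.14 and 0.14 FPKM in E8.5 WT and 1.02 and 0.98 FPKM in E8.5 cKO hearts, but did not separate at E9.5 (0.17 and 0.067 in WT, 0.16 and 0.22 in cKO), while *H19* and *Meg3* changed by 0.09 and -0.09 on the log2 scale at E9.5. *Rian* changed by -0.21 at E9.5, with 3.97 and 4.06 FPKM in WT and 3.09 and 3.59 FPKM in cKO hearts, so both cKO libraries lay below both WT libraries. The hypothesis was tested on 7 of the 8 non-coding genes outside the list whose loci hold a miRNA gene, against the other tested non-coding genes. The difference of medians was -0.014 at E9.5 (permutation p 0.973, 3 of 7 above the median gene) and 0.044 at E8.5 (permutation p 0.833, 1 of 7), and both p-values were 0.973 after adjustment. The eighth gene, *C430049B03Rik* (chromosome X, 53053112 to 53057190), was left out of the test because its rise had already been seen. It had 5.38 and 4.47 FPKM in E8.5 WT, 25.6 and 34.98 in E8.5 cKO, 5.51 and 6.24 in E9.5 WT and 35.2 and 39.5 in E9.5 cKO hearts, a log2 change of 2.48 at E9.5. With it included the difference was 0.063 at E9.5 (permutation p 0.682, 4 of 8 above the median gene) and 0.056 at E8.5 (permutation p 0.729, 2 of 8), and both p-values were 0.729 after adjustment. A shared rise of these non-coding hosts was thus not seen at either stage, with or without the eighth gene, but 7 or 8 genes cannot exclude one. A rise of all non-coding transcripts was not seen either, since those without a miRNA gene changed by -0.084 at E9.5 and -0.27 at E8.5 relative to the median gene. Among 396 protein-coding genes whose loci hold a miRNA gene, the median relative change was 0.089 at E9.5 and 0.061 at E8.5. For other coding genes it was -0.0020 and -0.00021, and this small difference was not tested. Whether the rise belongs to some hosts, such as *Mir17hg* and *C430049B03Rik*, or to hosts in general remains open.

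The 2 E8.5 cKO libraries lay 88.5 apart, farther than the replicates of any other group. GC content may contribute, but after the correction their distance was still 1.75 times the next largest between replicates. Decidual or other maternal cells are another candidate source, because *Prl8a2* had 9.95 and 5104 FPKM in these libraries, and *Hbb-b1*, *S100a8*, *S100a4* and *Ly6a* were likewise higher in replicate 2. A list of uterine natural killer cell genes was 1.95 times as high in replicate 2 as in replicate 1, with 2.14 and 1.09 FPKM, but it was highest in E8.5 WT replicate 1 (513.1 FPKM) and did not follow *Prl8a2*. A list of decidual stroma genes that contained *Prl8a2* summed to 1110 and 2140 FPKM in E8.5 WT, 759.5 and 6625 FPKM in E8.5 cKO and 507.9 to 711.0 FPKM in the E9.5 libraries. Most of that sum at E9.5 came from other genes of the list, since *Prl8a2* had at most 5.09 FPKM there. The sum is therefore a poor measure of decidual content. *Prl3c1*, another decidual transcript, had 8.50 and 18.2 FPKM in E8.5 WT and 0.51 and 40.9 FPKM in E8.5 cKO hearts. It was listed at 0 in every E9.5 library and ranked the E8.5 libraries as *Prl8a2* did, which goes with a shared source of both. Which cells the other transcripts came from was not decided by these tests.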
